A study of Mus musculus with 15 samples. Its data were reported in "Both soluble and cell surface CD137 expressed by Foxp3+ CD4 T cells restrain autoimmune diabetes" (2026).

How the data were processed

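Islet-infiltrating immune cells from 8 female NOD mice aged 7 to 10 weeks were profiled, 4 mice in which Foxp3-Cre deletes a floxed Tnfrsf9 gene (knockout) and 4 mice with Foxp3-Cre and an intact Tnfrsf9 gene (wild-type). The cells of 2 mice of a genotype were joined before staining, which gave 2 pools per genotype, and each pool carried its own hashtag antibody. After staining, all pools were mixed and sorted by CD45.1 and CD4. The CD4-negative sort was loaded as 3 10x libraries and the CD4-positive sort as 2, each with gene expression, hashtag and T cell receptor (TCR) sequencing, so the series holds 15 samples. The hashtags are named by genotype and pool in the authors' files, and those names alone assigned cells to groups. The pool was the replicate throughout (2 wild-type, 2 knockout). The 10x libraries of a sort were treated as technical splits, because each holds cells of all 4 pools.

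The authors deposited gene expression as unnormalized UMI counts per gene and barcode from Cell Ranger on the mm10 genome, after its call of cell barcodes. The hashtag files deposited by the authors hold counts per hashtag and barcode from CITE-seq-Count, with a further entry for unmapped tags. The TCR files deposited by the authors list assembled contigs with their read and UMI counts from the V(D)J pipeline. Per the labels the expression libraries came from a 5′ kit. Positions given here are from the GENCODE vM21 annotation of the same genome build, in which 27645 of the 27998 gene identifiers (98.7%) were found.

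The expression files held 53912 barcodes. Following the study's limits, barcodes with 200 to 5000 genes and at most 20% mitochondrial UMIs were kept, which left 50207. Of these, 44934 had an entry in the hashtag files and 5273 had none. Hashtags were called with HTODemux in Seurat 5.3.0 (R 4.3.3). It called 7262 doublets (16.2% of cells with an entry), which were left out, and 37672 singlets. Doublets within a pool carry a single hashtag and are not removed by this step. CD4-sorted cells were further restricted to those with a productive TRA and TRB chain, which left 4254 wild-type and 7980 knockout cells. The chain with most UMIs of each kind was used.

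Cells were normalized with SCTransform (3000 variable genes, mitochondrial share regressed out) and clustered with the study's settings. These were 10 principal components and resolution 0.3 for CD4 cells and for Treg-like cells, 20 and 0.1 for CD4-negative cells, and 10 and 0.6 for CD8 T cells. The marker lists for names, and the need for at least 3 markers, were fixed before the data were examined, except that a list for B cell doublets among CD8 T cells was added once that cluster had been seen. The remaining parts of the naming rule were set after the clusters and their sizes per pool had been seen. A marker counted when it was detected in at least 10% of the cells of a cluster and raised at least 1.5-fold, and a name stood when at least 1 of its markers was among the 10 leading genes of the cluster and no other list had more there. Leading genes were first taken against all other cells. They were then taken against cells outside clusters with the same candidate name, because the first form of the rule would have left the naive CD8 cluster of the CD4-negative sort without a name. The clusters of alternative clusterings took the name that most of their cells held in the main one. Ighm and Trdc of those lists were not in the feature list. CD4 cells gave 9 clusters, with memory-like (Itgb1, Il7r), naive-like in clusters 1 and 6 (Igfbp4, Lef1), early effector or Tfh-like (Tox2, Il21), Treg-like (Foxp3, Il2ra), Th1-like in clusters 4 (Ccl3, Ccl4) and 5 (Ccl5, Gzmk), proliferating-like (Birc5) and a cluster of acinar contamination (Ctrb1, Prss2). CD4-negative cells gave 10, named B, CD8 T in 2 clusters, NK-like, ILC or gamma-delta T-like, myeloid-like, plasmacytoid dendritic-like and acinar contamination, while 2 stayed unnamed (4.84% of cells). CD8 T cells with a paired TCR gave 10 subclusters, named effector memory-like (Gzma, Ccl5), naive-like in 2 (Igfbp4, Ccr7), Tox effector-like (Havcr2, Entpd1), proliferating-like in 2 (Birc5, Mki67) and B cell doublets (Cd74, Cd79a), while 3 stayed unnamed (24.6% of cells). Treg-like cells gave 4, named memory-like (Itgb1, with the heat shock genes Hspa1a and Hspa1b among its leading genes), suppressive-like (Lag3, Il10) and naive-like (Ccr7, Klf2), while 1 stayed unnamed (2.34%). CD8 B cell doublets and acinar clusters were left out of comparisons, except that the CD8 share was taken over all CD4-negative cells. Conventional CD4 T cells were CD4-sorted cells outside the Treg-like, proliferating-like and acinar clusters.

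For each class, raw UMI counts were summed per pool and tested across the 4 pools with edgeR 4.0.16 (TMM scaling, filterByExpr, quasi-likelihood F test, two-sided, Benjamini-Hochberg adjustment over all genes tested, threshold 0.05). The study tested single cells, which are not replicates. CPM values are TMM-scaled. On simulated data with 200 genes changed by 1 log2 unit, the test recovered 95% of them for Treg-like cells (9365 genes tested) and 100% for each of the other classes. The changed genes were drawn from those with at least 20 CPM. All genes varied between pools by the same spread, the common dispersion that edgeR estimated for the class. False calls made up 3.06% of the calls for Treg-like cells, 5.66% for naive-like CD4 T cells, 2.44% for conventional CD4 T cells and 6.54% for CD8 T cells and for B cells. Pools of a genotype were compared by chi-square of their counts over genes with at least 10 counts. The statistic per degree of freedom ran from 1.39 (wild-type, naive-like) to 5.15 (knockout, B cells), above the sampling noise in every class, so no pool was counted as a copy of another. Genes were named by a rule also fixed in advance. It takes Tnfrsf9 in every class, the genes that the study names for its genotype contrasts (Tnfrsf4, Lag3, Lef1, Klf2, Dnaja1, Ifngr1 and Sat1 in Treg-like cells; Egr1, Egr2, Nr4a2 and Nr4a3 in naive-like CD4 T cells), and in each class up to 5 genes with the largest absolute log2 fold change among those past the threshold with a mean of at least 20 CPM and no overlap between the pools of both genotypes. TCR and immunoglobulin segment genes and Xist are excepted, and none of these was called in any class. For segment genes this is not evidence of likeness between genotypes. Ighm and Trdc were absent from the feature list, and whether it holds segment genes was not counted.

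Shares of cells were compared as knockout minus wild-type percentage points by an exact permutation test over the 4 pools, two-sided, whose smallest possible p is 0.333. Intervals on single shares and counts are exact 95% intervals (Clopper-Pearson or Poisson) and cover counting error only. A clonotype was a pair of TRA and TRB chains with the same V and J genes and CDR3 nucleotides, counted within a pool, and was called expanded with at least 2 cells. Because larger samples find more repeated clonotypes, equal numbers of cells were drawn from each pool (the smallest pool's number, mean of 1000 draws). Overlap between clusters was the percentage of the clonotypes of both clusters that they share, as the median over cluster pairs. CD8 and conventional CD4 T cells were compared within pools by an exact sign-flip permutation test, whose smallest possible p is 0.125.

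Alternatives were DESeq2 1.42.0 (size factors, Wald test), no filter on low counts, each pool left out, each 10x library alone, a fixed hashtag rule (at least 5 counts and 3 times the next hashtag), a stricter cell filter (at least 500 genes, at most 10% mitochondrial), cells with extra TCR chains left out, marker gates in place of clusters, a resolution 0.2 higher, other numbers of principal components, other clonotype definitions, and no drawing to equal numbers. Clusterings without Tnfrsf9 and the marker genes, the Th1-like clusters taken singly, and fits with the pool number as a block were added after seeing the data. The fixed rule brought in 630 CD4-sorted and 1411 CD4-negative cells, which took the class held by most of their 20 nearest neighbours. For cells of known class this vote returned that class in 88.1% and 97.5% of cases. Barcodes without a hashtag entry went into no comparison.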

Results

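To ask how loss of CD137 (the product of Tnfrsf9) from regulatory T cells shifts the immune infiltrate of the islets, the study sequenced sorted CD4 and CD4-negative leukocytes of NOD females, a strain that develops autoimmune diabetes. Each 10x library held both genotypes, told apart by hashtags. Total counts per library ran from 63754772 to 124780004 UMIs, with 13567, 11500 and 10020 barcodes in the 3 CD4-negative libraries and 9836 and 8989 in the 2 CD4 libraries. The median depth per barcode lay between 4926 and 6244 UMIs. In the CD4 sort, singlets numbered 3961 and 1343 in wild-type pools 1 and 2 and 4291 and 5697 in knockout pools 1 and 2. In the CD4-negative sort they numbered 6202, 1962, 6466 and 7750 in the same order. Wild-type pool 2 was thus the smallest in both sorts and sets the precision of each comparison. Median depths per cell were alike between pools, at 4532 to 4798 UMIs in the CD4 sort and 5587 to 6320.5 in the CD4-negative sort.

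The targeted gene was examined first. Tnfrsf9 (ENSMUSG00000028965) lies on chromosome 4 from 150914562 to 150946102 on the plus strand, and its exon 2, which the floxed allele flanks, spans 150929821 to 150929945. Deletion is driven by Foxp3-Cre, so it is directed at Treg cells. Counts were made per gene and not per exon, so transcripts that lack exon 2 can still be counted through the other exons, and the count checks the hashtag names only in part. In Treg-like cells Tnfrsf9 reached 170 and 264 CPM in the wild-type pools and 105 and 125 CPM in the knockout pools, from 384, 267, 274 and 405 UMIs. The log2 fold change was -0.84 (SE 0.15, n = 2 pools per genotype; adjusted p = 0.0175, edgeR), with both knockout pools below both wild-type pools. Without wild-type pool 2 it was -0.55 and the call was kept, and with DESeq2 it was -0.91 and the call was lost. Within suppressive-like cells alone it was -0.65 (adjusted p = 0.0615, edgeR). CD8 T cells, which are not targeted, had 65.5 and 55.7 CPM in the wild-type pools and 76.1 and 55.5 CPM in the knockout pools, a log2 difference of 0.08 within the spread between pools. Conventional CD4 T cells had 24.8 and 58.6 CPM against 21.8 and 27.0 CPM (log2 fold change -0.58, adjusted p = 0.657, edgeR). This last value depended on the setting, since the call was gained with no filter on low counts (-0.57), without wild-type pool 1 (-1.25), without knockout pool 1 (-0.51) and without knockout pool 2 (-0.81). It was -0.01 without wild-type pool 2, as the knockout pools were almost level with wild-type pool 1 (24.8 CPM). Naive-like CD4 T cells had 2.68 to 13.9 CPM. B cells, taken as background, had 0.335 to 1.35 CPM, so the knockout Treg-like counts were far above this level.

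**Figure D1:**
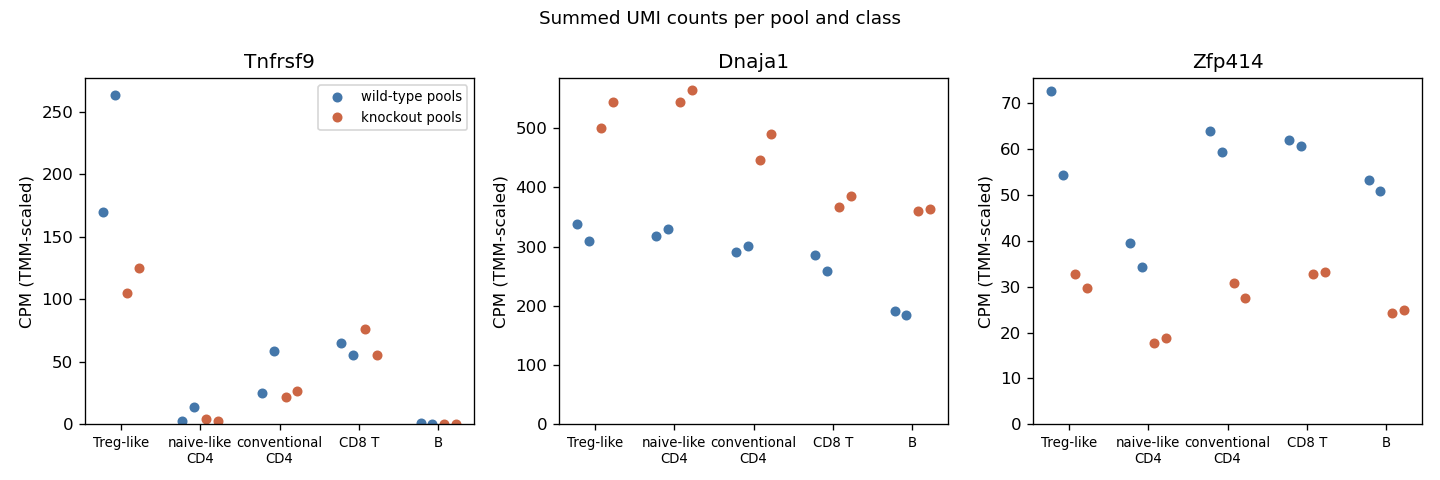
TMM-scaled CPM (vertical axes, linear from 0) of Tnfrsf9, Dnaja1 and Zfp414 in 5 cell classes, with a point for each wild-type (blue) or knockout (orange) pool. Tnfrsf9 separates the genotypes in Treg-like cells (170 and 264 against 105 and 125 CPM), while Dnaja1 and Zfp414 separate them in all 5 classes.

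In Treg-like cells, 23 of 9505 genes tested differed between genotypes (edgeR, adjusted p under the threshold), 10 higher and 13 lower in knockout, and 841 had an unadjusted p under 0.05. The count depended on the setting and on single pools. It was 0 by edgeR when cells were gated on Foxp3 in place of clusters (634 at an unadjusted p under 0.05), 4 by DESeq2 and 141 without a filter on low counts. It was 110 without wild-type pool 1, 111 without wild-type pool 2, 52 without knockout pool 1 and 14 without knockout pool 2. Among the genes with the largest changes, Stmn1 (log2 fold change -1.22, adjusted p = 0.0122), Zfp414 (-1.09, adjusted p = 0.00674), 3830406C13Rik (23.1 and 26.9 CPM in the knockout pools against 51.3 CPM in wild-type pool 2, the higher of the wild-type pools, adjusted p = 0.0122) and Angptl2 (-0.99, adjusted p = 0.0240) were lower and Klrg1 (1.22, adjusted p = 0.0122) was higher in knockout (edgeR). The calls for Stmn1, Zfp414 and Angptl2 were lost without knockout pool 2 (log2 fold change -0.96, -1.01 and -0.94), and that for Zfp414 also without wild-type pool 1 (-0.81). For Angptl2 the wild-type pools differed (98.7 and 182 CPM), and the value was -0.59 without wild-type pool 2 and -1.47 without wild-type pool 1, with the call kept in each. All 5 calls were lost with DESeq2 and with the Foxp3 gate, where Stmn1 was -1.23 and -0.25, and Stmn1 also lost its call under the fixed hashtag rule (-0.82). With 10x library 5 alone, 4 of the 5 calls were lost, all but Zfp414, and Angptl2 was -0.56. With library 4 alone the call for 3830406C13Rik was lost (-1.04). Leaving out cells with extra TCR chains lost those for Klrg1 (1.00) and Angptl2 (-1.05). Zfp414 (ENSMUSG00000073423) lies on chromosome 17 from 33629090 to 33631779.

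The study named 7 genes for this contrast. Of these, 1 was called over all genes tested, Dnaja1 (ENSMUSG00000028410, chromosome 4 from 40722150 to 40737149), which rose from 338 and 309 CPM to 501 and 544 CPM (log2 fold change 0.68, SE 0.08, adjusted p = 0.00106, edgeR). Adjusted over the list alone, 5 of 7 were called, but the study chose the list, Sat1 apart, on these libraries, so this is not independent evidence. Lef1 (0.52), Klf2 (0.46) and Ifngr1 (0.38) were higher and Tnfrsf4 (-0.23) lower in knockout, with pools of both genotypes apart for each, and adjusted p values over all genes from 0.0709 to 0.211 (edgeR). Lef1 and Klf2 passed the threshold without wild-type pool 1 (0.64 and 0.59), without wild-type pool 2 (0.45 and 0.37) and without knockout pool 1 (0.62 and 0.66), and Ifngr1 without wild-type pool 2 (0.42) or knockout pool 1 (0.48). Without knockout pool 2 Klf2 was 0.24. The libraries differed, with Lef1 and Klf2 at 0.79 and 0.65 (both called) in 10x library 4 alone and 0.22 and 0.24 (neither called) in library 5 alone, and neither was called with DESeq2 or the Foxp3 gate. Lag3 had a log2 fold change of -0.21 with overlapping pools (548 and 475 against 537 and 357 CPM). It passed the threshold without knockout pool 1 (-0.53), was -0.09 without wild-type pool 1 and turned positive without knockout pool 2 (0.06), and it was -0.41 with 10x library 4 and -0.04 with library 5 alone. Sat1 did not differ (0.04, adjusted p = 0.952, edgeR) and was -0.01 without knockout pool 1.

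Naive-like CD4 T cells had 11 of 9603 genes called, 9 higher and 2 lower in knockout (594 at an unadjusted p under 0.05). DESeq2 called 6, of which 6 were higher and 0 lower. Without knockout pool 1 the count was 61. Dnaja1 (log2 fold change 0.79, adjusted p = 1.27e-05), Hsph1 (0.53, adjusted p = 0.00594) and Dynll1 (0.49, adjusted p = 0.00247) were higher, and Zfp414 (-1.07, adjusted p = 0.00342) and Gm26740 (-0.68, adjusted p = 0.00285) lower (edgeR). Gm26740 is annotated antisense, so its count is uncertain where counting ignored strand. Without wild-type pool 1 the calls for Zfp414 (-0.89), Gm26740 (-0.69) and Hsph1 (0.59) were lost. Of the 4 genes that the study named here, 0 were called over all genes tested and 1, Egr1, adjusted over the list alone, again on libraries from which the list was drawn. Egr1 (0.35), Egr2 (0.41), Nr4a2 (0.38) and Nr4a3 (0.30) were each higher in knockout, with adjusted p values over all genes of 0.643 to 0.860 (edgeR), and the pools of both genotypes were apart for all but Egr1. Egr1 passed the threshold without knockout pool 1 (0.44) but was 0.11 without wild-type pool 1 and 0.22 without knockout pool 2. Egr2, Nr4a2 and Nr4a3 were 0.74, 0.62 and 0.63 without wild-type pool 1, and Egr2 and Nr4a2 were 0.26 and 0.22 without knockout pool 2. Nr4a3 was 0.02 with 10x library 4 alone and 0.57 with library 5 alone, and Nr4a2 0.24 under the marker gate.

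In conventional CD4 T cells 27 of 11504 genes were called, 18 higher and 9 lower in knockout, and 27 by DESeq2. The count was 93 without wild-type pool 1, 188 without wild-type pool 2, 113 without knockout pool 1 and 79 without knockout pool 2. Gzmk (log2 fold change 0.93, adjusted p = 0.00294) and Lgals3 (0.91, adjusted p = 0.00762) were higher, and Zfp414 (-1.10, adjusted p = 0.00031), 3830406C13Rik (-0.88, adjusted p = 0.00318) and Csf1 (-0.84, adjusted p = 0.00623) lower (edgeR). Each kept its direction with any pool left out, with Gzmk from 0.79 to 1.20 and Lgals3 from 0.61 to 1.11. Gzmk and Lgals3 are among the 10 leading genes of Th1-like cluster 4, whose share of CD4 T cells was larger in both knockout pools. Gzmk is also among those of cluster 5, whose share was smaller. A change in the makeup of the class may therefore contribute to both rises, which was not tested.

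CD8 T cells with a paired TCR (1228 wild-type and 3048 knockout cells) had the most genes called, 539 of 11046, with 366 higher and 173 lower in knockout. DESeq2 called 226. Without wild-type pool 2 the count was 1227. The pools of the genotypes did not overlap for 50.2% of genes tested, where chance gives 33.3%, and for 36.4% to 39.9% in the other 4 classes. Gzmb (ENSMUSG00000015437, chromosome 14 from 56258838 to 56262260) rose from 53.2 and 44.4 CPM to 130 and 221 CPM (log2 fold change 1.81, SE 0.22, adjusted p = 0.00145, edgeR). Hist1h1b (1.47, adjusted p = 0.000697) and Gm20628 (1.46, adjusted p = 0.00145) were also higher, and Nrn1 (-1.75, adjusted p = 0.000188) and Nrgn (-1.48, adjusted p = 0.0244) lower (edgeR). The wild-type pools differed for Nrgn (24.8 and 65.4 CPM), so it was -2.25 without wild-type pool 1 and -0.85 without wild-type pool 2. Its call was kept in each but lost with DESeq2 (-1.71) and with 10x library 2 (-1.30) or 3 (-0.50) alone. Hist1h1b belongs to a family of near-identical histone genes and Gm20628 is antisense, so both counts are uncertain. Once proliferating-like cells were left out, 120 genes were called, of which 105 were among the 539.

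B cells offered a comparison outside the T cell lineage. Here 54 of 11517 genes were called, 37 higher and 17 lower in knockout, and 40 by DESeq2. The count was 125 without wild-type pool 2, 366 without knockout pool 1 and 124 without knockout pool 2. Ly6a (log2 fold change 1.36, adjusted p = 0.0365), Dnaja1 (0.95, adjusted p = 2.81e-06), AC133103.1 (0.84, adjusted p = 0.000725) and Cfp (0.74, adjusted p = 0.0365) were higher and Zfp414 (-1.09, adjusted p = 5.78e-06) lower (edgeR). For Ly6a the rise came mostly from knockout pool 2, at 1074 CPM against 440 CPM in knockout pool 1 and 312 and 274 CPM in the wild-type pools, and it was 0.58 without knockout pool 2. Cfp was 1.34 without wild-type pool 1 and 0.55 without wild-type pool 2, and it lost its call in 5 of 14 alternatives, among them DESeq2 (0.87) and 10x library 3 alone (0.29). Ly6a belongs to a family of similar genes, so its count is uncertain.

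The composition of the infiltrate was compared next, over 7 shares of cells. Shares were tested by exact permutation, which cannot pass 0.05 with 2 pools against 2, since its smallest p is then 0.333. CD8 T cells made up 18.9% (95% interval 17.9 to 19.9) and 20.9% (19.1 to 22.8) of CD4-negative cells in the wild-type pools and 29.2% (28.1 to 30.3) and 28.0% (27.0 to 29.0) in the knockout pools, a difference of 8.68 percentage points (exact permutation p = 0.333). The alternative that moved it most was 10x library 1 alone (12.5 points), and all 3 libraries gave a higher share in both knockout pools. The larger of the 2 CD8 clusters alone gave 10.1% and 13.6% against 19.6% and 18.4%. Treg-like cells made up 13.9% and 18.7% of CD4 T cells in the wild-type pools and 14.1% and 14.5% in the knockout pools (-2.03 points, exact permutation p = 1). Their order rested on wild-type pool 2, without which the difference was 0.331 points, while without wild-type pool 1 it was -4.40 points. Th1-like cells (clusters 4 and 5) made up 10.8% and 13.3% against 13.6% and 15.6% (2.54 points, exact permutation p = 0.333), a difference of 1.29 points without wild-type pool 1 and 1.58 points without knockout pool 2. The 2 clusters moved apart, however, since cluster 4 differed by 4.35 points and cluster 5 by -1.81 points.

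Among CD8 T cells, Tox effector-like cells made up 7.59% and 7.84% in the wild-type pools and 13.5% and 13.2% in the knockout pools (5.65 points), and proliferating-like cells 8.25% and 10.3% against 16.2% and 16.8% (7.19 points; exact permutation p = 0.333 for each). The naive-like share was 40.0% and 27.3% against 27.2% and 26.7% (-6.71 points, exact permutation p = 0.333). That difference rested on wild-type pool 1, without which it was -0.321 points, against -13.1 points without wild-type pool 2. Unnamed subclusters held 26.8% and 27.3% of wild-type and 27.0% and 23.2% of knockout CD8 T cells. Among Treg-like cells, the suppressive-like share was 49.1% and 48.7% in the wild-type pools and 41.0% and 28.9% in the knockout pools (-13.9 points, exact permutation p = 0.333), and the difference was -7.87 points without knockout pool 2. Clustering without Tnfrsf9 gave -14.2 points, and clustering without Tnfrsf9 and the suppressive markers -15.1 points.

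**Figure D2:**
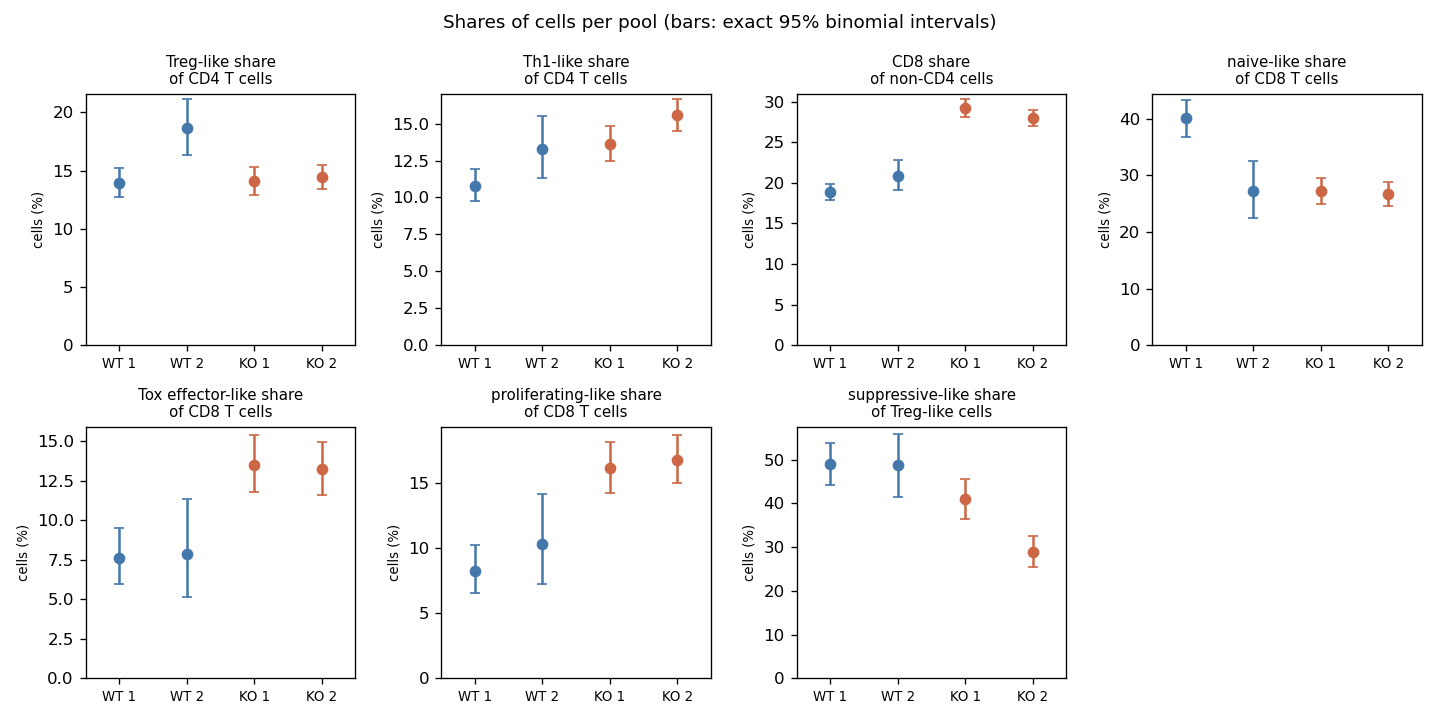
Share of cells (vertical axes, percent, linear from 0) in each wild-type (WT, blue) and knockout (KO, orange) pool, with exact 95% binomial intervals. The pools of the genotypes lie apart for the CD8, Tox effector-like, proliferating-like and suppressive-like shares, and wild-type pool 1 alone carries the naive-like difference (40.0%).

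TCR sequences were used to ask whether clonal expansion differed. With 319 cells drawn per pool, 37.3% and 39.5% of wild-type and 49.0% and 44.6% of knockout CD8 T cells belonged to expanded clonotypes (8.39 points, exact permutation p = 0.333). Using all cells raised this to 15.8 points, because the knockout pools hold more cells, and with 10x library 2 alone the pools overlapped (4.33 points). Among CD4 T cells outside the Treg-like cluster, with 850 cells drawn, the share was 29.9% and 33.6% against 30.3% and 31.4% (-0.940 points, exact permutation p = 1). Its direction changed with all cells (4.86 points), with 10x library 5 alone (2.79 points) and without wild-type pool 2 (0.153 points), and it was -2.81, -0.378 and -1.503 points without wild-type pool 1, knockout pool 1 and knockout pool 2, so no difference was detectable. Treg-like cells, with 195 cells drawn, went the other way, at 29.4% and 20.5% in the wild-type pools and 16.0% and 8.83% in the knockout pools (-12.5 points, exact permutation p = 0.333), and without wild-type pool 1 the difference was -8.09 points. With all cells the pools overlapped (37.6% and 20.5% against 24.8% and 21.0%).

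**Figure D3:**
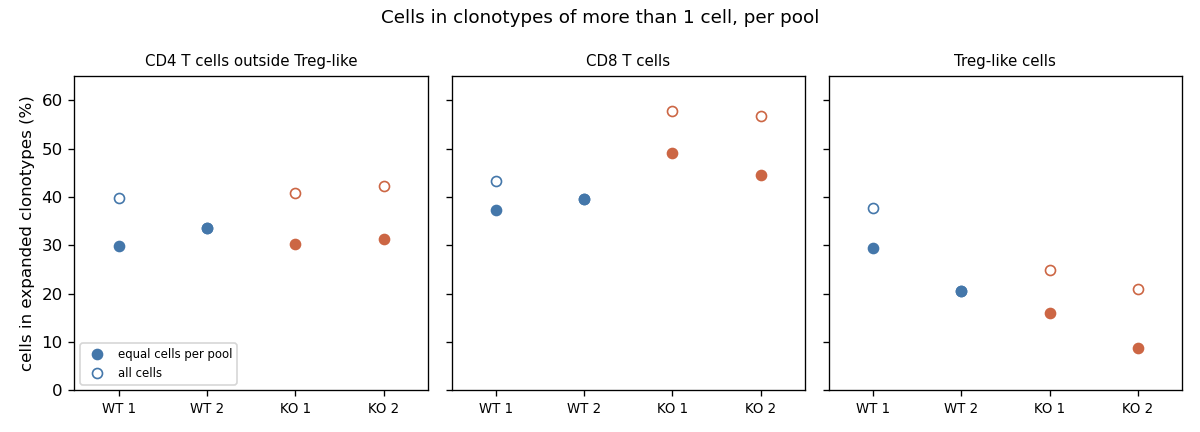
Percentage of cells in clonotypes of more than 1 cell (vertical axis, linear from 0) per wild-type (WT, blue) and knockout (KO, orange) pool, with filled points for equal numbers of cells and open points for all cells. The knockout pools lie above the wild-type pools for CD8 T cells (49.0% and 44.6% against 37.3% and 39.5%) and, at equal numbers, below them for Treg-like cells.

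Sharing of clonotypes between clusters was also compared. Across CD8 subclusters the median overlap was 3.25% and 2.00% in the wild-type pools and 4.24% and 3.96% in the knockout pools (1.47 points, exact permutation p = 0.333), or 2.33 points without wild-type pool 2. Across CD4 clusters it was 0.499% and 0.248% against 0.506% and 0.969% (0.364 points, exact permutation p = 0.333). That gap was narrow, at 0.596 points without knockout pool 1 and 0.133 points without knockout pool 2. The pools overlapped under the fixed hashtag rule (0.328 points), and 10x library 4 alone gave 0.0553 points. Between Treg-like and other CD4 T cells, 10.8% and 14.8% of expanded clonotypes were shared in the wild-type pools and 12.3% and 9.88% in the knockout pools (-1.69 points, exact permutation p = 0.667). This changed direction without wild-type pool 2 (1.08 points) and with 10x library 4 alone (0.912 points), and it was -3.70, -2.88 and -0.505 points without wild-type pool 1, knockout pool 1 and knockout pool 2. Set against conventional CD4 T cells of the same pool, with 319 cells drawn from each, CD8 T cells had the larger expanded share in 4 of 4 pools, by 14.9 and 15.5 points in the wild-type and 27.1 and 20.2 points in the knockout pools (mean 19.4 points), the outcome with the smallest p that an exact sign-flip permutation test over 4 pools can give.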

Values the study reported

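The study reported 4,252 wild-type and 7,989 knockout CD4 T cells with paired TCR chains, in 9 clusters, and a rise of its Il21-positive Th1 cluster from 5.1% to 10% of cells. It reported 1,301 wild-type and 3,159 knockout CD8 T cells with paired chains. Its Treg cluster held 733 wild-type and 1,326 knockout cells. For clonotype overlap between clusters, compared over cluster pairs, it gave P = 0.02 in CD4 T cells.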

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

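The tests of a difference between Treg-like and CD8 T cells were added after the results within each class were seen, while the tests of explanations in this part were fixed before their outcome was known.

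The genotype effect on 7 named genes differed between Treg-like and CD8 T cells, by an interaction term fitted with edgeR over both classes with the pool as a block (n = 4 pools, 10221 genes tested, 17 of them named). The difference, CD8 minus Treg-like on the log2 scale, was 2.15 for Stmn1 (adjusted p = 5.96e-06), -2.07 for Nrn1 (adjusted p = 0.000126), -0.75 for Klf2 (adjusted p = 0.000544), -0.78 for Lef1 (adjusted p = 0.00202), 0.62 for Lag3 (adjusted p = 0.00494), 0.87 for Tnfrsf9 (adjusted p = 0.0312) and 0.79 for Gzmb (adjusted p = 0.0462). For Stmn1 (-1.22 in Treg-like and 0.94 in CD8 T cells) and Klf2 (0.46 and -0.30) the knockout effects had opposite signs with pools apart in both classes. The Treg-like side is less sure, however. Stmn1 was -0.25 there under the Foxp3 gate. Klf2 was not called there in the main setting (adjusted p = 0.0865, edgeR) and was 0.24 without knockout pool 2. For Nrn1, Lef1, Lag3 and Tnfrsf9 the pools overlapped in 1 of the classes, so opposite signs are not established, and Gzmb was higher in both (0.98 and 1.81). A possible explanation is that the makeup of the classes changed, with fewer suppressive-like Treg-like cells and more proliferating-like CD8 T cells in the knockout pools. The Treg-like class already leaves out the proliferating-like CD4 cluster, while the CD8 class keeps such cells. With suppressive-like cells alone set against CD8 T cells without proliferating-like ones, 0 of the 7 differences fell below 0.5 of their size. Those for Stmn1, Nrn1 and Klf2 kept an adjusted p under 0.05 (edgeR), so this makeup cannot be their whole cause. Those for Lef1, Lag3, Tnfrsf9 and Gzmb did not (adjusted p from 0.157 to 0.588, edgeR), so the makeup is not excluded for them. The differences for Stmn1 (1.37), Lef1 (-0.52) and Lag3 (0.36) did shrink, so it may contribute to them. Each 10x library held all 4 pools, so a difference between libraries would not follow genotype. Stmn1, Nrn1 and Gzmb were named for large effects within a class, which favours large differences. The knockout is directed at Foxp3-positive cells, so an effect on Tnfrsf9 in Treg-like cells and none in CD8 T cells follows the design, and a direct effect in one class with an indirect one in the other stays open and untested for the remaining genes.

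A signal also appeared in barcodes that no comparison uses. Past the cell filter, 5273 barcodes (10.5%) had expression counts but no hashtag entry, of which 5089 came from the CD4-negative sort and 184 from the CD4 sort. In library 1 there were 3515, with a median of 4981 UMIs against 6786 for cells with an entry, and 74.9% had a Cd79a UMI against 59.9%. This excess was seen in library 1 only, as the shares were 66.2% against 65.02% in library 2 and 37.9% against 65.2% in library 3. CD8 gene UMIs were rarer without an entry in all 3 CD4-negative libraries (9.82% against 35.7%, 13.5% against 31.3% and 7.77% against 27.4%). Each hashtag file holds between 9982 and 9995 barcodes whatever the size of its library, so the list may have been limited to a fixed number of barcodes and shallow cells dropped. The median UMI count without an entry was at most 0.734 of that with one in the 3 CD4-negative libraries, as that explanation requires. Lower depth alone would also make a marker UMI rarer, as for Cd79a in library 3. In libraries 1 and 2, however, Cd79a was not rarer without an entry while CD8 genes were. This argues against lower depth alone in these libraries, where the barcodes lost were poorer in CD8 gene UMIs relative to Cd79a. Which cell types were lost beyond this stays open. Whether the loss differed between genotypes cannot be known without hashtags, and no biological explanation was tested.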

How the results depend on the processing

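The clusterings without marker genes, the Th1-like clusters taken singly and the fits with a replicate block were chosen after seeing the data, and the other alternatives before the data were examined.

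Of 175 alternative values for the 14 shares and clonotype measures, 168 kept their direction and 7 did not. None of these exact permutation tests can pass 0.05, so this speaks of direction only. The CD8, naive-like, Tox effector-like, proliferating-like and suppressive-like shares, expanded CD8 and Treg-like shares, both overlaps across clusters and the CD8 excess over CD4 kept theirs under every alternative run, though the naive-like difference ranged down to -0.321 points. With each pool left out, the Treg-like share of CD4 T cells ranged from -4.40 to 0.331 points, the expanded share of CD4 T cells from -2.81 to 0.153 points, and the Treg-like overlap with other CD4 T cells from -3.70 to 1.08 points. All turned without wild-type pool 2. The expanded CD4 share also turned with all cells (4.86 points), where larger pools repeat more clonotypes by construction, and with 10x library 5 alone (2.79 points). The overlap turned with 10x library 4 alone (0.912 points) and the Th1-like share with cluster 5 alone (-1.81 points). The cause of the last 3 was not tested.

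Counts of genes called moved most. Of 67 alternative counts in 5 classes, 34 stayed within 1.5 times and 33 did not. Without a filter on low counts, which tests more genes, 141 were called in Treg-like cells, 59 in naive-like CD4 T cells, 248 in conventional CD4 T cells, 1112 in CD8 T cells and 270 in B cells, and every gene called with the filter remained. DESeq2 called 4, 6 and 226 in Treg-like, naive-like and CD8 T cells. With each pool left out, the counts ranged from 14 to 111 in Treg-like, 11 to 61 in naive-like, 79 to 188 in conventional, 414 to 1227 in CD8 T and 75 to 366 in B cells. Here the lone pool of a genotype is assumed to vary as the other genotype's pools do, and the estimated spread rests on 1 pair. Single 10x libraries, with fewer cells, gave 218, 303 and 87 in CD8 T cells (libraries 1, 2 and 3), 33 in B cells (library 1), and 24 in naive-like and 17 in conventional CD4 T cells (library 4). The fixed hashtag rule gave 15 in Treg-like cells. Marker gates gave 0 in Treg-like (edgeR, 634 at an unadjusted p under 0.05), 24 in naive-like, 12 in conventional CD4 T and 91 in B cells. The cause of the changes with DESeq2, the hashtag rule and the gates was not tested.

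Tnfrsf9 in Treg-like cells was lower in knockout in all 13 alternatives, from -1.19 to -0.51. It lost its call with DESeq2 (-0.91), the fixed hashtag rule (-0.81), 10x library 5 alone (-0.51) and the Foxp3 gate (-0.89), with adjusted p values over the alternatives from 1.46e-15 to 1.00. Over the 41 named gene results, 463 of 542 alternative values kept direction and call, 49 lost the call, 22 gained it and 8 turned. With each pool left out, Lag3 in Treg-like cells ranged from -0.526 to 0.0637, Sat1 from -0.00752 to 0.0857, Tnfrsf9 in naive-like CD4 T cells from -1.97 to 0.16 and in CD8 T cells from -0.16 to 0.30. Sat1 was -0.13 with 10x library 4 alone, Tnfrsf9 in CD8 T cells -0.36 with library 1 alone, and Tnfrsf9 in naive-like cells 0.20 under the marker gate. In B cells Tnfrsf9 turned to 1.78 when cells were gated on Cd79a and was called there (adjusted p = 0.0394, edgeR), from counts at the background level. None of these genes was called in these classes in the main setting, and the cause of these turns was not tested. Th1-like, Tox effector-like, proliferating-like and suppressive-like cells have no marker gate. The gate for conventional CD4 T cells is the absence of a Foxp3 UMI.

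The GEO labels give the genotypes no shared replicate numbers. The hashtag names do number the pools, so a replicate block on that number was fitted as a check. Deviations of same-numbered pools correlated at -0.08 to 0.05 across genes, so the pools share only a number. With the block, 148 genes were called in conventional CD4 T cells, against 20, 10, 680 and 59 in Treg-like, naive-like, CD8 T and B cells, which stayed within 1.5 times. Tnfrsf9 in conventional CD4 T cells was called with the block (-0.65).

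Wild-type pool 2 holds 195 Treg-like and 203 naive-like cells, with 1007793 and 942780 UMIs. Of simulated changes of 1 log2 unit, 95% were recovered in Treg-like cells against 100% in the other 4 classes. At that size depth thus cost few calls among genes of at least 20 CPM with the common spread. Changes in genes with fewer counts or a wider spread between pools were not simulated, so their recovery is unknown.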

Other observations

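The tests of clusters drawn by their own marker genes, of a few large clones, of larger clones of many clonotypes and of wild-type cells carrying knockout hashtags, and the lists of heat shock and immediate early genes, were chosen after the results were seen.

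Heat shock genes were higher in the knockout pools in every class examined. Over a list of 15, the median log2 fold change was 0.26 in Treg-like cells, 0.28 in conventional CD4 T cells, 0.24 in CD8 T cells, 0.31 in B cells, 0.32 in NK-like cells and 0.19 in myeloid-like cells, where the median of all genes was within 0.01 of 0. Dnaja1, which the study names for Treg cells, was called in Treg-like, naive-like and conventional CD4 T cells, CD8 T cells and B cells, with the largest of these changes in B cells (0.95), which the knockout does not target. In NK-like (0.62, adjusted p = 0.144) and myeloid-like cells (0.51, adjusted p = 0.482) it was higher but not called (edgeR). A candidate explanation is a handling or temperature difference between the pools of the 2 genotypes, since pools were prepared and stained apart before they were mixed. The cold-inducible gene Rbm3 then should fall, and it did so in 5 of 6 classes, but it rose in CD8 T cells (0.17) and was called in none, so handling and genotype cannot be told apart. The second cold-inducible gene, Cirbp, fell in all 6 and was called in 3 of them, conventional CD4 T cells (-0.53, adjusted p = 0.00623), CD8 T cells (-0.53, adjusted p = 0.0216) and B cells (-0.61, adjusted p = 0.0183; edgeR), with pools apart in all but myeloid-like cells. That goes with a temperature difference, but the test was set on Rbm3. Longer enzymatic dissociation of the knockout tissue would be expected to raise immediate early genes too. Their median was above 0 in 2 of 6 classes, with members going both ways, so it decides nothing. A systemic difference in the inflamed islet stays open and untested.

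Several other genes changed alike in unrelated classes. In all, 11 genes were called in at least 3 of the 5 classes compared in full, each in the same direction, of which 4 belong to the heat shock list. Zfp414 and Gm26740 were lower in all 5 classes, and 3830406C13Rik in 4. Genes linked to the targeted locus could do this, but 0 of the 11 lie within 20 Mb of Tnfrsf9, which argues against a genomic segment linked to Tnfrsf9. Variant segments elsewhere in the genome that differ between the colonies would place such genes near each other. Of those outside the heat shock list, 0 lie within 5 Mb of another, but a variant at a single gene would look the same, so this stays open. The classes overlap in part, since naive-like cells are among conventional CD4 T cells.

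The suppressive-like share of Treg-like cells was lower in both knockout pools. Clusters drawn by Tnfrsf9 and the suppressive markers themselves could produce this, yet clustering without those genes gave -15.1 points. A few large clones in the wild-type pools could as well. With the 5 largest clonotypes of the cluster left out of each pool the difference was -10.9 points (41.6% and 42.9% against 36.3% and 26.2%), and with each clonotype counted once -8.82 points (31.8% and 41.8% against 31.6% and 24.4%). The pools stayed apart both times, but the difference shrank. The gap was smaller than the range within a genotype, as it already was with all cells. Large clones and a change in the makeup of the class therefore cannot be told apart. Handling differences remain open for these libraries. By flow cytometry, the study also found a lower suppressive share among knockout islet Treg cells. It found the same for knockout Treg cells in mixed bone marrow chimeras, where both genotypes shared the same islets. A handling difference between mice would not act there.

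The Th1-like cluster 4 (Ccl3, Ccl4) was larger in knockout, at 4.86% and 5.17% of CD4 T cells in the wild-type pools against 7.91% and 10.8% in the knockout pools. Clustering without Tnfrsf9 and the Th1 markers kept 882 of its 956 cells in 1 cluster and gave 4.97 points (5.31% and 5.36% against 8.66% and 11.9% for that cluster), so the markers alone did not draw it. With each clonotype counted once, the difference fell to 0.307 points and the pools overlapped, at 0.772% and 2.63% in the wild-type pools against 1.98% and 2.04% in the knockout pools. A few large clones could give this overlap, but counting once removes expansion of every size. With only the 5 largest clonotypes of the cluster left out of each pool, the difference was still 3.62 points (1.97% and 3.22% against 5.57% and 6.86%). With 10 left out it was 2.92 points. A fixed number can take a larger part of a smaller cluster, as in wild-type pool 1, which favours a remaining difference. With 5 left out, the knockout pools still lay above the untrimmed wild-type pools (4.86% and 5.17%). With 10 left out (4.38% and 5.24%) they no longer lay apart from these. This argues against the 5 largest clones as the whole cause, but does not exclude the 10 largest. Larger clones of many clonotypes in the knockout pools may account for the larger cluster, rather than more clonotypes. The largest held 37 and 88 cells of the cluster in the knockout pools and 35 and 6 in the wild-type pools. These counts also rise with pool size, at 3324 and 4505 CD4 T cells in knockout and 3129 and 1045 in wild-type. Whether these clones grew because of the genotype was not tested and stays open, since clones differ from mouse to mouse.

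Most genes called in CD8 T cells may follow from more proliferating cells in the knockout pools. Leaving those cells out reduced 539 called genes to 120, whereas leaving out as many cells at random gave a mean of 500 genes over 20 draws (338 to 729). The draws matched cell numbers but not depth. Proliferating-like subclusters had median depths of 14372 and 18855 UMIs, against 6040 to 8675 in the other CD8 subclusters compared. Part of the fall may therefore come from lost depth, which was not tested. Of the 120, 88 were higher and 32 lower in knockout, with Gzmb still higher (1.99).

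Siglech, Pld4 and Tyrobp were called higher in knockout Treg-like cells, with log2 fold changes of 3.35, 3.17 and 2.85. They were singled out after their values were seen. These are genes of plasmacytoid dendritic cells, and a few cells joined with such cells may carry them. Of 97 Siglech UMIs in Treg-like cells, 93.8% lay in 5 cells. These 3 genes are among the 23 called in that class, so the count includes calls that rest on few cells. With 6 cells picked for carrying these genes left out, 18 genes were called. The loss of the 3 calls follows from that choice of cells, so it does not test the explanation.

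Expanded clonotypes were fewer among knockout Treg-like cells at equal cell numbers. Fewer suppressive-like cells in the knockout pools might account for this, since expansion was concentrated there. Outside that cluster the difference was -0.0465 points, but only 1.07% to 2.53% of 100 cells drawn were expanded, too near the floor to show a fall. The pools overlapped there, which the explanation predicts, but this floor was seen only with the value, and the test was then judged unable to decide. Within it, the shares were 55.3% and 38.9% in the wild-type pools and 37.1% and 25.5% in the knockout pools, so makeup and expansion cannot be told apart.

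Tnfrsf9 transcripts persisted in knockout Treg-like cells. Wild-type cells carrying a knockout hashtag could supply them, but only 0.0829% of cells in expanded clonotypes (6 of 7235) carried a hashtag other than that of most cells of their clonotype. Transcripts that lack exon 2, or Treg-like cells without deletion, could also supply them, and neither was tested in these counts. By flow cytometry of spleen, the study found loss of CD137 limited to Foxp3-positive cells. Splenic knockout Treg cells in its cultures made negligible soluble CD137. This argues against a general failure of deletion in the spleen, while deletion in the islet cells counted here stays untested.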
